A study of Mus musculus with 8 samples. Its data were reported in "Runx2 and Runx3 differentially regulate articular chondrocytes during surgically induced osteoarthritis development" (2022).

How the data were processed

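Primary chondrocytes, the cartilage cells of 5-day-old C57BL/6 mice, were profiled by RNA-seq in 8 libraries. The labels gave 4 groups with 2 libraries in each. Cntl cells were homozygous for floxed *Runx2* alleles and carried no Cre. cKO cells carried the same alleles together with Col2a1-CreERT2, a Cre recombinase that is active in *Col2a1*-expressing cells after exposure to tamoxifen. Each genotype was cultured without or with interleukin-1-beta (IL-1β), an inflammatory cytokine. Groups and replicate numbers were taken from the sample titles.

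Reads from the BGI platform were mapped to the mouse genome (mm9) by the authors, and the deposited table named its values as FPKM, which are fragment counts scaled by transcript length and by the mapped fragments of the library. The quantification program was not stated. The table had 8 value columns, named by a running number. None of the sample titles or other labels held these names, and no key to them was found in the labels, in the table or in the text of the study. The order of the columns was not taken as a key, since nothing stated that it follows the order of the samples, and the values were not used to assign columns, since the groups would then have been chosen by the outcome compared. All 8 value columns were therefore left out and 0 were matched to a library or a group.

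The comparisons, tests and alternatives had been fixed before the data were examined. They were the effect of *Runx2* knockout without and with IL-1β, the effect of IL-1β in each genotype, the difference between the responses of the genotypes, a set of marker genes, and tests of 9 gene lists. The lists covered fibrillar collagens, cartilage catabolic genes, the IL-1 response, osteoblast and hypertrophic chondrocyte genes, skeletal muscle, adipocytes, macrophages, the interferon response and Y-linked genes. None of these tests was run, because each needs to know the group of a column. No fold change, p-value or error is given for the same reason. Depth per library is not given, because FPKM values are already scaled by the mapped fragments of the library.

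The gene identifiers, symbols, transcript accessions and annotation terms of the table were read with Python 3.11.15 and pandas 2.3.3. They do not belong to a library. A biological process term was counted for a gene when its full name was among the terms the authors deposited for that gene. Counting any term whose name contains the phrase was tried as an alternative. Gene positions were taken from the GENCODE M1 annotation of NCBIM37, the assembly that is also called mm9, by matching gene symbols. Where a symbol had more than 1 gene record, the lowest start and the highest end were used.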

Results

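The RNA-seq data were collected to examine the function of Runx2, a Runt-family transcription factor, in chondrocytes with and without inflammation. Libraries were prepared from total RNA of primary chondrocytes of 5-day-old mice. The 8 libraries fell into 4 groups of 2, which were Cntl, cKO, Cntl with IL-1β and cKO with IL-1β. The design implied a comparison of cKO with Cntl in each culture condition, a comparison of IL-1β with no IL-1β in each genotype, and a comparison of the IL-1β responses between genotypes. The 8 columns of FPKM values could not be assigned to the libraries from the labels. Expression levels were therefore not compared, and the effects of *Runx2* knockout and of IL-1β are not reported here. The depth of each library is not reported, because FPKM values are already scaled by the mapped fragments of the library.

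The deposited table listed 17194 genes, of which 29 had no symbol. At least 1 biological process term was given for 12784 genes. The term collagen fibril organization was given for 37 genes, cartilage development for 55 genes, inflammatory response for 230 genes and negative regulation of apoptotic process for 386 genes. With any term containing the phrase counted, the number for inflammatory response was 441. The listing of a gene gives no level of expression in any group.

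The targeted gene, *Runx2* (gene identifier 12393), was listed with 6 RefSeq transcripts. It lies on the minus strand of chromosome 17, where its 2 gene records together span 44632936 to 44951746 in mm9. Its expression in Cntl and cKO libraries was not analysed here. The related genes *Runx1* (12394; chromosome 16, 92601712 to 92826311) and *Runx3* (12399; chromosome 4, 134676567 to 134733905) were also listed.

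The cartilage matrix genes followed in the study, and the genes *Sox9* and *Mmp13*, were each listed once. *Col2a1* (12824), which encodes the main collagen of cartilage, lies on the minus strand of chromosome 15 from 97806033 to 97835155. The proteoglycan gene *Acan* (11595) lies on chromosome 7 from 86198369 to 86259985, and the lubricin gene *Prg4* (96875) lies on chromosome 1 from 152296542 to 152313295. *Sox9* (20682), which encodes a transcription factor of chondrocytes, lies on chromosome 11 from 112643538 to 112649074. The gene of the collagen-degrading enzyme *Mmp13* (17386) lies on chromosome 9 from 7272514 to 7283333. The table gave the term collagen fibril organization to *Col2a1* and *Acan*.

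Further genes had been chosen because the study related them to apoptosis, which were *Ihh* (16147; chromosome 1, 74991891 to 74998246), *Igf1* (16000; chromosome 10, 87321010 to 87399792) and *Wnt11* (22411; chromosome 7, 105983622 to 106003705). The table gave each of them the term negative regulation of apoptotic process. The study had picked these genes, among those most downregulated by *Runx2* knockout without IL-1β, for an association of this kind. The match is therefore not independent evidence.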

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

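No paired analysis was possible because the value columns carried no sample names, so that neither the group nor the replicate number of a column was known. The alternatives fixed before the data were examined, which were other normalisations, pseudocounts, filters, variance models, covariates and gene list tests, were not run for the same reason. No statement on the stability of a knockout or IL-1β effect can be made.

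The counts of annotated genes were recomputed with any term whose name contains the phrase, an alternative chosen after seeing the data. The count for inflammatory response rose from 230 to 441 genes, since terms such as those for its regulation then also count. The other counts moved less, to 39 genes for collagen fibril organization, 72 for cartilage development and 391 for negative regulation of apoptotic process.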

Other observations

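The annotation deposited with the table was uneven between genes. It gave 0 biological process terms to *Runx2* and 4 terms to *Sox9*, against 57 terms to *Ihh*. Counts of genes per term from this table are therefore counts of what the table annotates, and the absence of a term from a gene carries no information. No test was run on this pattern, and no biological explanation was tested.

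Each gene of the 9 lists chosen beforehand was listed in the table. This included the 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, and the 20 skeletal muscle and 16 adipocyte genes. The study's own lists of genes changed by *Runx2* knockout in these libraries name the Y-linked genes, together with muscle and adipocyte genes. The presence of such genes was therefore bound to follow and is not independent evidence. The labels did not give the sex of the mice. The levels of these genes were not analysed here.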
